A study of Homo sapiens with 6 samples.

How the data were processed

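Chromatin accessibility was measured by ATAC-seq in K562, a human cell line established from a chronic myelogenous leukaemia. In ATAC-seq a transposase inserts sequencing adapters into open chromatin, so the number of reads over a site reflects how accessible it was. Cells were treated with 25 nM phorbol 12-myristate 13-acetate (PMA), a phorbol ester that activates protein kinase C, for 0, 6 or 72 h, and each time point had 2 libraries. Nuclei were prepared with the Omni-ATAC protocol, per the labels' protocols.

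The authors deposited a table of 181135 sites with a read count per site and library, and this table also holds their own comparison of the time points. The deposited counts were whole numbers that summed to a different total in each library, so they were treated as raw counts. The aligner, the counting tool, the read filters, any shift of read ends for the transposase and the genome build are stated neither in the labels nor in the headers. Scaffold names in the deposited table are those of GRCh38, and coordinates are given from the deposited table, 1-based. The table also gives the authors' log2 fold change of each site at 6 h and at 72 h, an adjusted p-value per site and a class name. How the list of sites was made is not stated. Start positions equalled the start of a deposited peak in 20.6% of sites, 10.3% of sites overlapped no deposited peak, no sites overlapped each other, and widths ran from 200 to 3218 bases with a median of 588.

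The authors also deposited a peak list for each library, called per library and not on pooled samples, as the separate lists show. These lists have no header, and their columns follow the narrowPeak layout. They hold for each peak the authors' score, a fold enrichment over background and the −log10 of the p-value and q-value. The deposited score equalled 10 times the −log10 q in all but a few peaks (99.99%), and the lowest −log10 q was 2.02. Peak scores and fold enrichments are the authors' values and were used only to rank or filter peaks within a list.

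Counts per site were analysed with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by TMM. The default expression filter of edgeR, with a minimum of 10 counts scaled to library size, left 177759 sites and removed 3376. A quasi-likelihood model with the 3 time groups was fitted to all 6 libraries, so that the groups shared their estimate of the spread. The contrasts were 6 h against 0 h, 72 h against 0 h and 72 h against 6 h, with an F test of both time coefficients together for any change over the time course. Adjusted p-values are from the Benjamini-Hochberg method, and a site was called changed at an adjusted p under 0.05. CPM values are counts divided by the TMM-scaled library size. Where the libraries of a group had 0 counts together, a fold is given as a lower bound from a floor of 3 counts, and with 1 to 3 counts as a ratio with an exact 95% interval from the binomial distribution. Reads carried no molecular identifiers as far as the labels state, so such intervals and floors cover counting error only.

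The square root of the common dispersion, the biological coefficient of variation, was 0.166. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 5.52 at 0 h, 4.69 at 6 h and 3.54 at 72 h, so no library was a copy of another. The fit was tested on simulated counts with the means, dispersions and library sizes of the real sites. Of 100 sites changed by 1 on the log2 scale, 19% were recovered at 6 h and 22% at 72 h, and of 100 sites changed by 2, 69% and 79%. Far fewer sites were changed in the simulation than were called in the data, which makes the adjusted threshold stricter there, so these shares do not give the recovery in the data. Among the 177759 simulated sites, 2 unchanged sites were called at 6 h and 5 at 72 h. Comparisons against the same 0 h libraries share their chance values, so the overlap of calls and the correlation of fold changes were also simulated with unchanged groups.

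Genes were taken from a RefSeq gene table of GRCh38.p14 with 20037 protein-coding genes on the chromosomes, matched on chromosome and position. The table gives gene intervals without strand, exons or transcripts, so the planned test of promoters was run on gene ends: a site within 1000 bases of either end of a protein-coding gene. This was a departure from the plan, as was the assignment of sites to gene lists by the nearest gene end within 50000 bases. Of the sites in the table, 846 lay on scaffolds without such genes and were left out of these tests. For the 11 genes named in advance, the strand was added from general knowledge. The shares of gene ends were compared by two-sided Fisher's exact test against all other tested sites. Sites are not independent replicates, so these p-values describe the list of sites. The 4 gene lists were fixed before the data were examined, and all their 50 genes were found in the gene table. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry beside it, adjusted over the 4 lists and both comparisons against 0 h.

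The sites named in the text were chosen by a rule fixed before the data were examined. For 6 h and for 72 h against 0 h, it took the 3 sites with the largest log2 fold change in each direction with an adjusted p under 0.05. Their mean CPM had to be at or above the median of the tested sites, 2.05, with no overlap between the libraries of the groups compared. It also took the tested site with its midpoint nearest the start of each of ITGB3, ITGA2B, FOSL1, JUN, EGR1, GATA1, KLF1, TFRC, MYC, GAPDH and ACTB, within 1000 bases.

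Peak lists were compared with bedtools 2.31.1, and a peak was shared when it overlapped a peak of the other list by at least 1 base. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

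The alternatives were RLE size factors, total counts, loess offsets (span 0.3), TMM factors from sites with peaks in all 6 libraries, no filter, a mean count of at least 50, DESeq2 1.42.0, an adjusted p under 0.01 with an absolute log2 fold change above 1, only the 4 libraries compared, the replicate number as a block, and leaving out each library. For peaks they were a −log10 q of at least 5, the same number of strongest peaks in each library and an overlap of 50%. Thinning, TMM factors from sites with no peak, a restriction to sites with a deposited peak, loess offsets for gene ends and other scalings for gene starts at 72 h against 6 h were added after seeing the data. Tests of sequence motifs and corrections for GC content need a genome sequence, which was not used here. The counts also hold reads of duplicated or repeated sequence if the authors kept them, and the labels do not say.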

Results

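The data consisted of 6 ATAC-seq libraries of K562 cells, 2 each after 0, 6 and 72 h of treatment with PMA, which the labels describe as inducing a megakaryocyte-like state. The comparisons ask which accessible sites changed by 6 h, which by 72 h, and whether early changes lasted. Reads in the 181135 listed sites summed to 17669446 and 24470037 counts in the 0 h libraries, to 12258890 and 33634403 at 6 h and to 30934990 and 35548737 at 72 h. The 6 h libraries therefore differed most in depth. The median count per site ran from 21 in the 2 shallowest libraries to 94 in the deepest. The share of counts in the top 1% of sites was 21.7% and 20.5% at 0 h, 17.7% and 16.3% at 6 h, and 10.95% and 11.05% at 72 h, and was thus lower in both 72 h libraries than in any other.

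The deposited peak lists held 65512 ± 5147 peaks per library at 0 h (mean ± SD, n = 2), 79176 ± 19572 at 6 h and 140610 ± 2398 at 72 h. Bases covered by peaks came to 35.9 ± 3.80 Mb at 0 h, 41.8 ± 14.5 Mb at 6 h and 75.9 ± 1.45 Mb at 72 h. The 6 h mean exceeded the 0 h mean by less than the SD of the 6 h libraries, and 6 h replicate 1, with 12258890 counts, had 65336 peaks, between the 61873 and 69152 of the 0 h libraries. Both 72 h libraries had more peaks than 6 h replicate 2 (93015 peaks), although that library had 33634403 counts. An exact permutation test of 2 libraries against 2 cannot give a p-value below 0.333, so that test was not made, and no other test of peak numbers was run. Peaks with a −log10 q of at least 5 numbered 134132 ± 3649 per library at 72 h, against 62179 ± 4795 at 0 h.

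**Figure D1:**
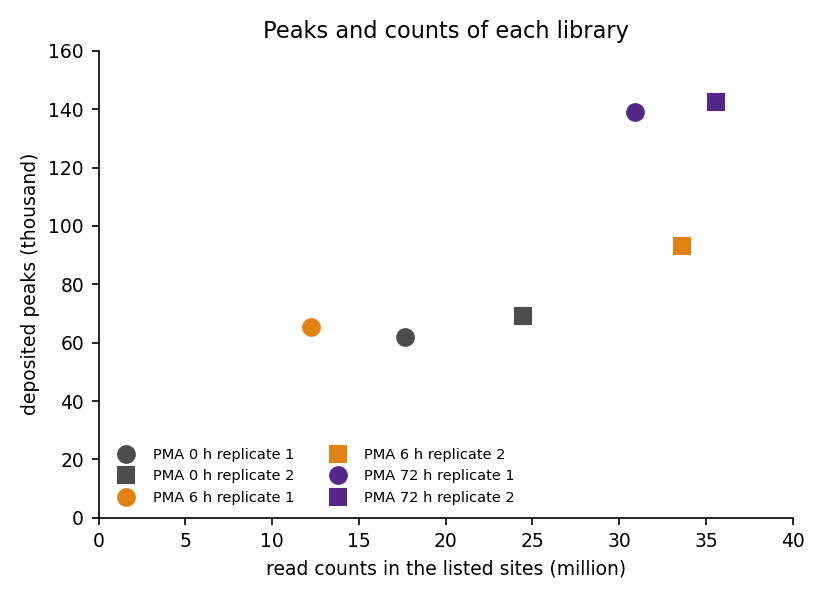
Deposited peaks of each library (vertical axis, in units of 1000) against its total read count in the listed sites (horizontal axis); each point is a library, with colours for 0, 6 and 72 h and circles and squares for replicates 1 and 2. The 72 h libraries (138914 and 142305 peaks) lie above 6 h replicate 2 (93015 peaks) at similar counts.

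Peaks of a library overlapped a peak of the other library of their group in 81.1% of cases on average (SD 11.3, 6 directed comparisons), and a peak of a library of another group in 64.9%. With the 61873 strongest peaks of each library the values were 84.1% (SD 3.71) and 64.9% (SD 7.47). In these lists of equal length every comparison within a group gave at least 79.9%, and comparisons between groups gave at most 75.4%.

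At 6 h against 0 h, 71348 of 177759 tested sites (40.1%) were called changed by the quasi-likelihood test of edgeR at a Benjamini-Hochberg adjusted p under 0.05. Of these, 41515 were higher at 6 h and 29833 lower, or 58.2% higher. The median log2 fold change was 1.80 among the higher sites and −1.16 among the lower ones. With an adjusted p under 0.01 and an absolute log2 fold change above 1, the number fell to 41759 sites, of which 29123 were higher. This stricter threshold was the alternative that moved the count most.

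At 72 h against 0 h, 119889 sites (67.4%) were called changed, 67920 higher and 51969 lower. The median log2 fold change was 2.10 among the higher sites and −1.40 among the lower ones. The 72 h and 6 h libraries differed at 76311 sites, 39212 higher and 37099 lower at 72 h. Over the time course as a whole, 127998 sites (72.0%) differed among the 3 time points.

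The division into higher and lower sites depended on the scaling between libraries. At 72 h against 0 h, 56.7% of changed sites were higher under TMM, 51.6% under RLE, 71.1% under total counts, 47.9% under loess offsets and 84.0% under TMM factors from sites with peaks in all 6 libraries. At 6 h against 0 h the same scalings gave 58.2%, 48.9%, 67.3%, 48.7% and 77.3%, and at 72 h against 6 h 51.4%, 49.3%, 73.6%, 52.1% and 89.2%. The median log2 fold change of all tested sites at 72 h was 0.29 under TMM, 0.11 under RLE, 0.79 under total counts, −0.04 under loess offsets and 1.26 under the factors from shared sites. At 6 h these medians were 0.05, −0.10, 0.18, −0.11 and 0.35. Under these 5 scalings and TMM factors from sites with no peak, 47449 sites were called higher at 72 h than at 0 h in every case and 16486 lower. For 6 h against 0 h these numbers were 32943 and 14704. Direction is therefore stated below relative to the TMM scale unless another is named.

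**Figure D2:**
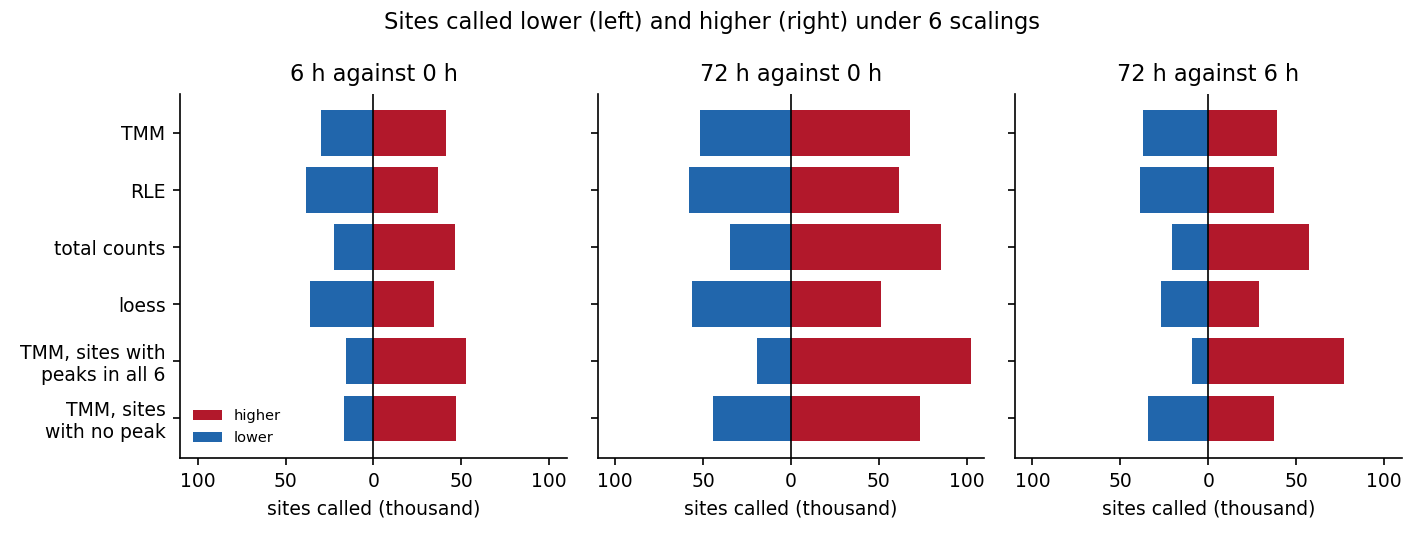
Sites called higher (right, red) and lower (left, blue) at an adjusted p under 0.05, in units of 1000 sites, under 6 scalings between libraries, with a panel for each comparison. At 72 h against 0 h the share of higher sites ran from 47.9% under loess offsets to 84.0% under TMM factors from sites with peaks in all 6 libraries.

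Of the 71348 sites changed at 6 h, 60386 (84.6%) were also changed in the same direction at 72 h against 0 h. Both comparisons use the same 0 h libraries. A simulation kept the 6 h change as measured and left 72 h unchanged from 0 h. In it 0.0012% of the sites called at 6 h were also called the same way at 72 h. Only 1 site was called at 72 h there, so a low share was fixed in advance. That share shows only that the shared 0 h libraries by themselves made almost no common calls. In the data 67.4% of sites were called at 72 h, so unrelated changes would also share calls. How many was not simulated. Across sites, which are not independent replicates, the log2 fold changes at 6 h and 72 h had a Pearson r of 0.76, against 0.55 in a simulation with no change in any group. Of the sites changed at both times, 34960 were higher at both and 25426 lower at both. In 432 sites the count was higher at 6 h and lower at 72 h than at 0 h, and in 457 sites it was lower at 6 h and higher at 72 h. A further 58614 sites were called at 72 h and not at 6 h, 32503 of them higher, and 10073 were called at 6 h and not at 72 h. Only the 72 h against 6 h test bears on whether a site differed between those times.

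The sites were also grouped by the libraries in which they overlapped a deposited peak. The 35751 tested sites with a peak in all 6 libraries had a median log2 fold change of −0.33 at 6 h and −0.95 at 72 h, and 67.8% of them were called lower at 72 h. In the 32860 sites with a peak in both 72 h libraries and no other, the medians were 0.46 and 1.90, and 77.0% were called higher at 72 h. The 13300 sites with peaks in both 6 h and both 72 h libraries only had medians of 2.07 and 2.13, and the 3162 sites with peaks in both 0 h libraries only had −1.68 and −2.45. For the 456 sites with peaks in both 6 h libraries only, the medians were 1.32 at 6 h and −0.18 at 72 h. The 17243 sites without a deposited peak had medians of −0.16 and −0.06. A different scaling factor shifts all these medians together. Under TMM factors from shared sites the 72 h median was 0.01 for sites with peaks in all libraries and 2.87 for sites with peaks at 72 h only, and under RLE they were −1.14 and 1.72. In the sites with peaks in all libraries, the 72 h median was −0.91 in the replicate 1 libraries and −0.94 in the replicate 2 libraries.

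**Figure D3:**
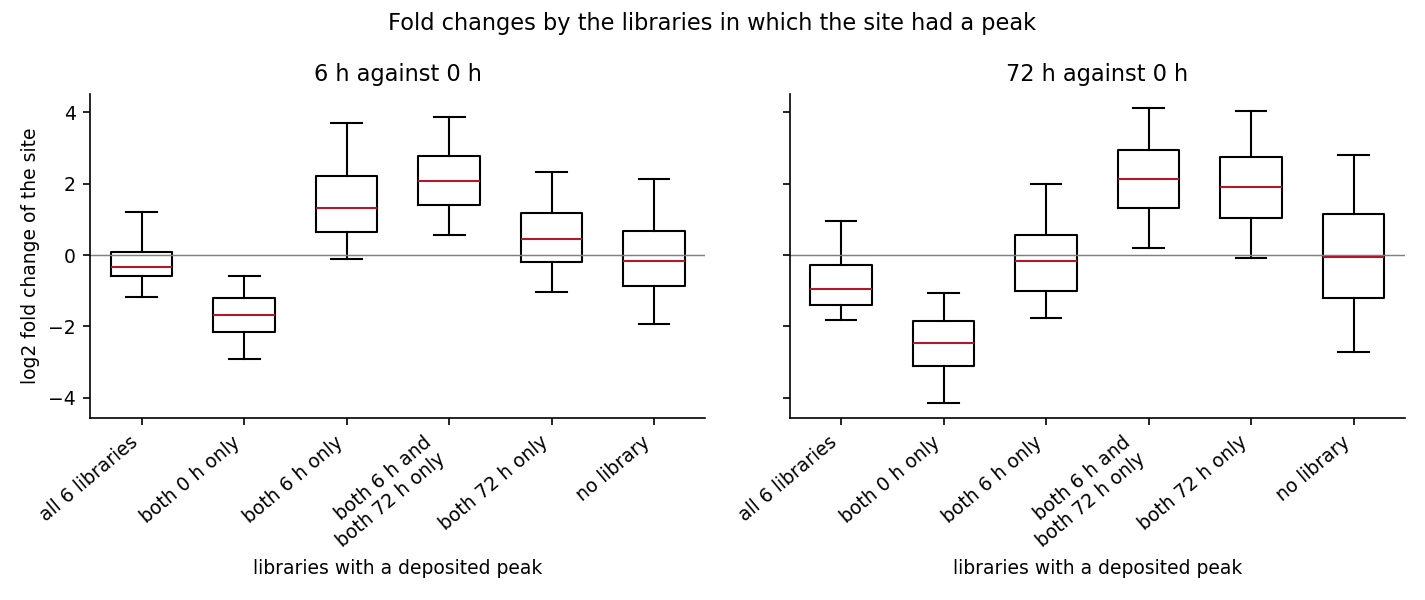
Log2 fold change of tested sites at 6 h and 72 h against 0 h on the TMM scale, by the libraries in which the site overlapped a deposited peak; lines are medians, boxes quartiles, and whiskers reach from the 5th to the 95th percentile. At 72 h the median was −0.95 for sites with a peak in all 6 libraries and 1.90 for sites with a peak in both 72 h libraries only.

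Of the tested sites on annotated chromosomes, 10.8% lay within 1000 bases of an end of a protein-coding gene. The share was 4.601% among sites higher at 6 h and 23.4% among sites lower at 6 h, with odds ratios of 0.331 (95% interval 0.315 to 0.348) and 3.38 (3.27 to 3.49) against all other sites. At 72 h it was 3.47% among higher sites and 25.5% among lower sites, with odds ratios of 0.198 (0.190 to 0.207) and 6.81 (6.59 to 7.04). Of the other scalings tried here, total counts and loess offsets, the latter moved the shares among lower sites most, to 13.2% (odds ratio 1.34) at 6 h and 16.1% (2.11) at 72 h. For each of the TMM values the p-value of two-sided Fisher's exact test was smaller than double precision can hold. The excess among sites lower at 6 h did not extend to large changes. With an adjusted p under 0.01 and an absolute log2 fold change above 1, 7.72% of the sites lower at 6 h lay at gene ends, an odds ratio of 0.673. At 72 h the same threshold gave 29.3% of lower sites. On the TMM scale, the 19129 sites at gene ends had a median log2 fold change of −1.16 at 72 h, and the 157794 other sites 0.51. Under TMM factors from shared sites these medians were −0.19 and 1.48.

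Sites assigned to 4 gene lists were compared with all other sites. The median of the 104 erythroid sites lay below that of all sites by −0.58 on the log2 scale at 6 h and by −1.34 at 72 h, with camera adjusted p-values of 9.1e-05 and 4.7e-08. Of these sites, 39 were called lower and 15 higher at 6 h, and 55 lower and 15 higher at 72 h. The 132 sites of immediate early genes lay 0.28 above all sites at 6 h, with an adjusted p of 0.014 and with 54 called higher and 8 lower. At 72 h they lay −0.10 from all sites, with an adjusted p of 0.918. For the 122 tested sites of megakaryocyte genes the medians were 0.41 and 0.63 above that of all sites, with adjusted p-values of 0.365 and 0.102 in camera. With fry, which compares the libraries without reference to other sites, the megakaryocyte sites passed at 6 h (adjusted p 0.031) and at 72 h (0.0079), and the camera calls for the erythroid list, for the immediate early list at 6 h and for the housekeeping list at 72 h held. The fry call for megakaryocyte sites at 6 h was lost under loess offsets (adjusted p 0.220) and with the replicate number as a block (0.095). With a reach of 5000 bases neither the megakaryocyte call at 6 h (0.941) nor that at 72 h (0.106) held. The fry call for immediate early sites at 6 h was lost with the block (0.066), and that for housekeeping sites at 72 h under total counts (0.067). The 56 sites of housekeeping genes, included as a control, lay −0.13 from all sites at 6 h (camera adjusted p 0.320) and −1.31 at 72 h (3.5e-05). The housekeeping sites thus fell at 72 h about as far as the erythroid sites, with −1.34. Under loess offsets, which remove the trend with site strength, the 72 h values were −0.36 for housekeeping and −1.14 for erythroid sites. Adjusted over the list alone, 55 erythroid, 63 immediate early, 59 megakaryocyte and 26 housekeeping sites passed 0.05 at 6 h, against 54, 62, 58 and 25 when adjusted over all tested sites. At 72 h these numbers were 70, 94, 92 and 40 over the list alone, and 70, 94, 91 and 39 over all sites.

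Among the gene starts named in advance, a tested site was found for all but KLF1. Of these 10 sites, 5 were called at 6 h and 10 at 72 h, all lower on the TMM scale, both adjusted over all tested sites and adjusted over the list alone. Sites are given with coordinates from the deposited table. The site at the start of GATA1 (chromosome X, 48785611 to 48786418, upstream of the annotated gene) fell from 13.1 ± 0.487 CPM at 0 h (SD, n = 2) to 3.21 ± 0.561 at 6 h and 4.95 ± 0.620 at 72 h. Its log2 fold change was −1.99 (SE 0.24, edgeR adjusted p 1.1e-06) at 6 h and −1.41 (SE 0.22, 1.2e-05) at 72 h. Under TMM factors from shared sites the 72 h value was −0.44 and was no longer called (adjusted p 0.087). The site at the start of ITGA2B (chromosome 17, 44389427 to 44390320, overlapping the gene) fell from 26.0 ± 1.89 CPM to 9.20 ± 2.16 at 6 h and was 14.4 ± 2.23 at 72 h. Its log2 fold changes were −1.47 (SE 0.20, adjusted p 4.7e-06) and −0.84 (SE 0.19, 0.00053), and it was higher at 72 h than at 6 h by 0.62 (adjusted p 0.014). The 72 h value against 0 h was not called under total counts (−0.35, adjusted p 0.095), loess offsets (−0.20, 0.342) or TMM factors from shared sites (0.12, 0.571). These 2 sites were the only ones of the 10 with a fall of more than 1 at 6 h.

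The ITGB3 site (chromosome 17, 47253592 to 47254282, overlapping the gene) had 14.5 ± 2.37, 15.5 ± 2.25 and 9.74 ± 1.23 CPM at 0, 6 and 72 h. Its log2 fold change was 0.09 (SE 0.20, edgeR adjusted p 0.760) at 6 h and −0.58 (SE 0.20, 0.014) at 72 h. The fall at 72 h was not called under total counts (−0.07, adjusted p 0.758) or loess offsets (−0.03, 0.891), and the value was 0.40 (0.077) under TMM factors from shared sites. At 72 h the sites of MYC, ACTB, TFRC, EGR1, GAPDH, JUN and FOSL1 all fell on the TMM scale. The log2 fold changes were −1.80 for MYC, −1.65 for ACTB, −1.52 for TFRC, −1.43 for EGR1 and for GAPDH, −1.37 for JUN and −1.27 for FOSL1, with edgeR adjusted p-values between 2.2e-09 (MYC) and 3.0e-07 (FOSL1). The housekeeping genes ACTB and GAPDH thus lay within the range of the others. Under loess offsets EGR1 was called in the opposite direction at 72 h (0.70, adjusted p 5.1e-06), and JUN (0.25, 0.080), FOSL1 (0.18, 0.250), ACTB (−0.0011, 0.995) and GAPDH (−0.10, 0.533) were not called, while MYC (−0.44, 0.0061) and TFRC (−0.35, 0.030) were called lower. FOSL1 was also not called under TMM factors from shared sites (−0.30, 0.066). At 6 h, the edgeR adjusted p was 0.00053 for GAPDH (log2 fold change −0.72), 0.0095 for ACTB (−0.47) and 0.031 for TFRC (−0.42), and the last of these was not called under total counts (−0.28), loess offsets (−0.13) or TMM factors from shared sites (−0.12). ACTB at 6 h was not called under loess offsets (0.04) or TMM factors from shared sites (−0.17). The adjusted p at 6 h was 0.101 for JUN (−0.29), 0.104 for MYC (−0.30), 0.614 for EGR1 (0.08) and 0.953 for FOSL1 (0.01). For JUN, leaving out 72 h replicate 1 or 2 brought the adjusted p at 6 h to 0.048 or 0.049. Under RLE both JUN (−0.44, adjusted p 0.016) and MYC (−0.45, 0.021) were called lower at 6 h, as they were with DESeq2 (adjusted p 0.033 and 0.039). Both JUN and MYC were also called lower at 6 h by edgeR with the replicate number as a block (adjusted p 0.042 and 0.036). Under loess offsets EGR1 (0.81, adjusted p 1.7e-06) and FOSL1 (0.43, 0.014) were called higher at 6 h, and EGR1 was also called higher under TMM factors from shared sites (0.38, 0.0080).

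**Figure D4:**
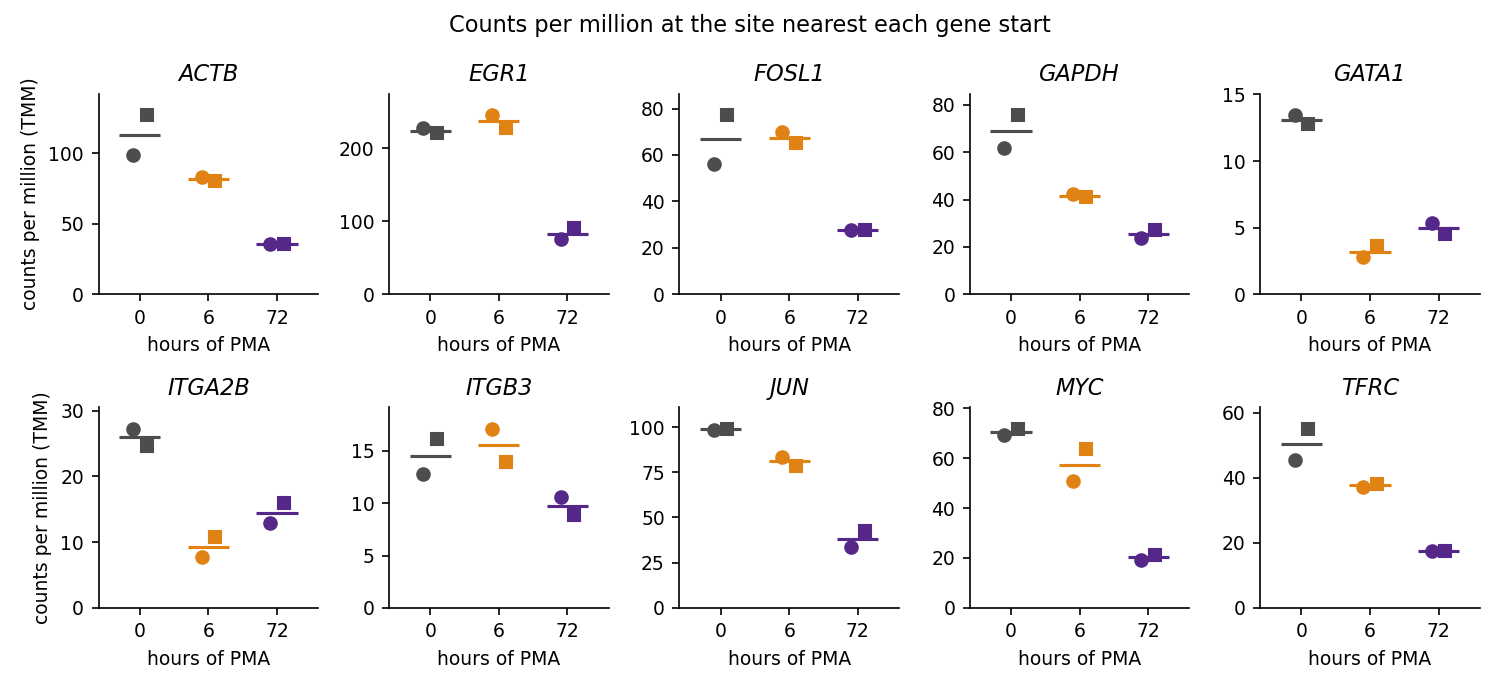
CPM, scaled by TMM, at the tested site nearest the start of 10 genes after 0, 6 and 72 h of PMA; circles and squares are replicates 1 and 2, and lines are means of 2 libraries. GATA1 and ITGA2B were lowest at 6 h (3.21 and 9.20 CPM), and the other 8 sites were lowest at 72 h on this scale. Under loess offsets EGR1 was higher at 72 h than at 0 h (log2 fold change 0.70).

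Among sites with a mean CPM of at least 2.05 and no overlap between the libraries compared, the largest increases at 6 h were at sites with almost no counts at 0 h. A site on chromosome 7 (41033536 to 41034044, peak153262, within the SUGCT gene) had 0 counts in both 0 h libraries and 82 and 174 counts at 6 h. Against a floor of 3 counts it was at least 71.5-fold higher at 6 h and at least 78.4-fold higher at 72 h. On chromosome 14 a pair of sites, peak54329 (100979696 to 100980270) and peak54326 (100971894 to 100972636), outside protein-coding genes, had 2 counts each at 0 h. Their CPM ratios at 6 h were 120 (exact 95% interval 33.0 to 997) and 93.0 (25.4 to 773). Without 0 h replicate 2 the log2 fold change of peak54329 went from 6.77 to 5.61. Without 0 h replicate 1 that of peak54326 went from 6.48 to 5.73. No value is given where the 0 h library left had 0 counts. Further sites with large increases at 72 h were peak53471 on chromosome 14 (90675213 to 90675865, within TTC7B) and peak147933 on chromosome 6 (137051685 to 137052382, outside genes, with IL20RA the nearest). Their ratios were 248 (44.3 to 9806) and 144 (39.7 to 1192), from 1 and 2 counts at 0 h. Without 0 h replicate 1 the log2 fold change of peak53471 went from 7.72 to 7.03. Without 0 h replicate 2 that of peak147933 went from 7.04 to 5.88. The edgeR adjusted p-values of these 5 sites lay between 7.0e-10 and 1.7e-08 in the comparisons named.

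Among sites that met the same conditions, the largest decreases at 6 h were at peak39112 (chromosome 12, 8816347 to 8817023, outside genes, nearest A2ML1), peak139140 (chromosome 5, 178554914 to 178555573, within COL23A1) and peak16671 (chromosome 1, 205156966 to 205157854, within DSTYK). Their log2 fold changes were −4.14 (SE 0.59), −3.99 (SE 0.54) and −3.97 (SE 0.30), with edgeR adjusted p-values of 3.1e-06, 1.5e-06 and 1.9e-09. Without 0 h replicate 1 the first was −3.08, and without 6 h replicate 2 the second was −2.84. At peak16671 the mean fell from 32.1 ± 11.6 CPM at 0 h to 2.26 ± 1.14 at 6 h and 0.580 ± 0.014 at 72 h (SD, n = 2), a log2 fold change of −5.78 (SE 0.34) at 72 h. The other sites with the largest decreases at 72 h under these conditions were peak86914 (chromosome 2, 11279302 to 11279948, within ROCK2), at −6.84 (SE 0.78), and peak126595 (chromosome 4, 83025508 to 83026140, outside genes, nearest COPS4), at −6.15 (SE 0.64). At peak86914 the 72 h libraries had 6 and 0 counts, so the size of this fall rests on few counts. The value was −5.82 without replicate 2 of that group, and none is given without replicate 1, where 0 counts were left.

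The authors' deposited table gives log2 fold changes that correlated across sites with those of edgeR, with a Pearson r of 0.96 at 6 h and 0.99 at 72 h. The adjusted p-value in the authors' deposited table was the same for both time points in all 181120 sites that had one, and was under 0.05 in 103802. A likelihood ratio test of DESeq2 with replicate and time matched those values to within 2.2e-04, with 103801 sites under 0.05, while without the replicate term the largest difference was 0.673. Of the 103763 sites that the authors' deposited table called and that were tested here, 102936 were also called over the time course by edgeR. The authors' deposited table classes 143526 sites as static and 37609 as changed. All 37609 had an adjusted p under 0.05 and an absolute deposited log2 fold change above 2 at 6 h or 72 h, and no static site met both conditions.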

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

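Of the tests in this part, the thinned count of sites that differed between 72 h and 6 h, the difference between peak classes under loess offsets, the gene starts at 72 h against 6 h under other scalings, and the number of sites in opposite directions under every scaling, were chosen after the results were seen. Each result below was picked out because the change against 0 h differed between 6 h and 72 h in a test of the difference itself, or because a signal lay in data that the comparisons did not use.

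The 72 h and 6 h libraries differed at 76311 sites. With every library thinned to the counts of the smallest, 64376 sites were called, 61713 of them among the 76311 and in the same direction, so unequal counts in the sites do not account for most of the difference. Scaling moved the split between higher and lower sites, but 24693 sites were higher and 5985 lower at 72 h than at 6 h under all 6 scalings, which a single factor per library cannot produce. GC content was not analysed here and stays open, as does any batch that coincided with the time point, since the labels give no batch. The duration of treatment, which the design names, is a candidate explanation, and nothing here tests it apart from those.

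In 889 sites the change at 6 h was opposite to that at 72 h, 1.45% of the 61275 sites changed at both. After thinning 573 sites were in opposite directions, 467 of them among the same 889, which argues against unequal counts as the source of at least those 467. The 6 h sign was kept in 100% of these sites without either 6 h library, but they had been chosen with both libraries, so this says nothing about a fault of a single library. The number under other scalings was at least 521, yet the sites changed. Of the 889, 555 were also in opposite directions under RLE, 378 under total counts and 203 under TMM factors from shared sites. Only 79 were so under all 6 scalings, 67 of them lower at 6 h and higher at 72 h and 12 the reverse. That is below the 100 set for the test, so scaling and a true reversal cannot be told apart for the set.

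Of the 10 gene starts, 9 differed between 72 h and 6 h when adjusted over all tested sites, where GATA1 had an edgeR adjusted p of 0.056, and all 10 did when adjusted over the list alone. On the TMM scale ITGA2B was higher at 72 h than at 6 h by 0.62, and the other 8 of the 9 were lower. This depended on the scaling. Under loess offsets 3 were called, with GATA1 (0.80) and ITGA2B (1.21) higher and MYC (−0.51) lower. Under TMM factors from shared sites GATA1 (1.26) was called higher, as under total counts (0.96), and GAPDH (−0.04) and ITGB3 (0.01) were not called. ITGB3 was not called under total counts either (−0.30), nor ITGA2B under TMM factors from sites with no peak (adjusted p 0.055). Those 8 had peaks in all 6 libraries, a class of sites with a median of −0.95 at 72 h against 0 h, and ACTB and GAPDH were among them. With loess offsets the sites with a peak at 72 h only still exceeded the sites with peaks in all libraries by 1.55 at 72 h against 0 h. Both classes were chosen by peaks in these same libraries, so this does not decide whether the trend with strength was the whole of that class difference. For ACTB and GAPDH loess offsets left 72 h changes of −0.0011 and −0.10, so their fall may be part of that trend.

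Peaks outside every listed site made up 1.098% of the list of 72 h replicate 1 and 1.23% of that of 72 h replicate 2, above the 0.818% and 0.980% of the 0 h libraries. They numbered 1525 and 1744, against 506 and 678. Among the 61873 strongest peaks of each library, 0 lay outside the sites in either 72 h library, 506 in 0 h replicate 1 and 230 in 0 h replicate 2. The excess was thus among weaker peaks of the longer lists. 6 h replicate 2, with 33634403 counts against 30934990 in 72 h replicate 1, had 0.751% outside, less than either 0 h library although its list was longer (93015 peaks). 6 h replicate 1, with 65336 peaks, had 0.649%. The share therefore followed neither depth nor the number of peaks across the 6 libraries, but the first rests on a single deep library outside 72 h, and no library outside 72 h had a list as long as those at 72 h, so depth and list length cannot be told apart from time here. No biological explanation was tested.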

How the results depend on the processing

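The alternatives were fixed before the data were examined, except thinning to the smallest library, TMM factors from sites with no peak, the restriction to sites with a deposited peak, loess offsets for gene ends and the scalings of gene starts at 72 h against 6 h, which were chosen after seeing the data. GC offsets, alone or with the replicate block, and all tests of motifs were not run, since no genome sequence was used here.

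Counts of changed sites stayed within 1.5 times of the values in the report under RLE, total counts, loess offsets, TMM factors from shared sites, no filter, DESeq2, only the 4 libraries compared, the replicate block and the added settings. With a mean count of at least 50, fewer sites were tested, and 75066 were called at 72 h against 0 h, 50171 at 72 h against 6 h and 80295 over the time course. With an adjusted p under 0.01 and an absolute log2 fold change above 1, 41759 were called at 6 h against 0 h and 40148 at 72 h against 6 h, by construction fewer. No fit without a library gives a call where it leaves an arm with a single library. Where both arms kept 2 libraries, all counts lay within 1.5 times.

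The percentage of changed sites that were higher moved with the scaling and with other settings. For 6 h against 0 h, 72 h against 0 h and 72 h against 6 h in turn it was 48.9%, 51.6% and 49.3% under RLE, 67.3%, 71.1% and 73.6% under total counts, and 48.7%, 47.9% and 52.1% under loess offsets. It was 77.3%, 84.0% and 89.2% under TMM factors from shared sites, 56.7%, 56.2% and 53.1% with a mean count of at least 50, and 50.1%, 49.99% and 44.6% with DESeq2. The strict threshold gave 69.7%, 59.5% and 62.1%, only the 4 libraries compared 56.7%, 54.1% and 52.2%, thinning 55.1%, 56.3% and 53.4%, and TMM factors from sites with no peak 73.8%, 62.4% and 52.3%. Among sites with a deposited peak 57.4% were higher at 6 h. Fits without a library of the third group gave from 55.4% to 55.6% at 6 h against 0 h, and 51.7% at 72 h against 6 h without 0 h replicate 2. For RLE, total counts and the TMM factors from a part of the sites, the cause is the factor itself, which moves every site of a library alike. For the other settings the cause was not tested.

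The percentage of sites changed at 6 h that were changed the same way at 72 h was 85.7% under total counts, 82.0% under loess offsets, 86.4% under TMM factors from shared sites, 86.8% with a mean count of at least 50, 84.9% with DESeq2 and 81.4% with the strict threshold. It was 83.8% after thinning, 84.1% under TMM factors from sites with no peak and 85.0% in sites with a deposited peak. The cause was not tested.

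The median log2 fold change of all tested sites was −0.10 at 6 h and 0.11 at 72 h under RLE, 0.18 and 0.79 under total counts, −0.11 and −0.038 under loess offsets, and 0.35 and 1.26 under TMM factors from shared sites. With a mean count of at least 50 it was 0.21 at 72 h. Across the 6 fits that each left out a library it ran from −0.0037 to 0.086 at 6 h and from 0.27 to 0.32 at 72 h. Peaks per library at 72 h came to 134132 at a −log10 q of at least 5, and to 61873 by construction when each library gave the same number of strongest peaks. The percentage of peaks shared between replicates moved by less than its SD in all 3 alternatives.

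The replicate numbers were not treated as pairs, since the labels name no shared batch and deviations of same-numbered libraries from their group means correlated at only 0.082, 0.053 and 0.085 over the 3 pairs of groups. All 3 values were positive, so they do not exclude a shared batch, which stays open. In each group replicate 1 had the higher share of counts on chromosome Y and in the top 100 sites, and also fewer counts, and of the DESeq2 models tried the one with a replicate term matched the authors' adjusted p-values. With the replicate block, 74992, 121228 and 79524 sites were called in the 3 comparisons and 129570 over the time course. With the block 57.0% were higher at 6 h against 0 h, 50.8% at 72 h against 6 h, and 84.9% of sites changed at 6 h were changed the same way at 72 h. Among gene starts the block brought JUN at 6 h (−0.29) to an adjusted p of 0.042 and MYC (−0.31) to 0.036, and it changed no other call of a named site or of a gene list in camera. With fry it changed 2 calls, given below.

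The strict threshold turned the excess of gene ends among sites lower at 6 h into a deficit (7.72%). The direction held in the other alternatives, but under loess offsets the odds ratio among lower sites fell to 1.34 at 6 h (13.2% of sites) and to 2.11 at 72 h (16.1%). The cause was not tested. For gene lists, a reach of 5000 bases brought the housekeeping sites at 6 h (−0.53 from all sites) and the immediate early sites at 72 h (−0.88) past the threshold. It turned the camera direction of the megakaryocyte sites at 6 h (0.15) and 72 h (−0.36), neither past the threshold. The immediate early sites at 72 h, which were not called, turned under total counts (−0.10), loess offsets (0.32) and fry (median −0.10). With fry the megakaryocyte sites passed at 6 h (0.41) and 72 h (0.63). Calls of fry changed with the fit. Megakaryocyte sites at 6 h were not called with the replicate block (adjusted p 0.095), loess offsets (0.220) or a reach of 5000 bases (0.941), nor at 72 h with that reach (0.106). Immediate early sites at 6 h were not called with the block (0.066), nor housekeeping sites at 72 h under total counts (0.067). Immediate early sites at 72 h were called in opposite directions, higher under total counts (0.014) and loess offsets (0.040) and lower with the reach of 5000 bases (0.032).

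Among gene starts, loess offsets turned ACTB at 6 h (0.039), EGR1 at 72 h (0.70), FOSL1 at 72 h (0.18), JUN at 6 h (0.21) and 72 h (0.25) and MYC at 6 h (0.072). TMM factors from shared sites turned ITGA2B (0.12) and ITGB3 (0.40) at 72 h and JUN at 6 h (0.0084). RLE turned EGR1 (−0.070), FOSL1 (−0.14) and ITGB3 (−0.064) at 6 h, as did DESeq2 (−0.070, −0.14 and −0.063), and none of these 6 h values was called under any of the 3. FOSL1 at 6 h, not called in any of the fits that left out a 72 h library, ran from −0.20 to 0.26 across the 6 fits that each left out a library. Among the alternatives fixed in advance, 156 values of named sites kept their direction and their side of the threshold, 12 were weaker and 9 stronger. Of the sites named for their large changes, those with few counts in a group moved most when a library was left out. Depth limits the number of calls. With every library thinned to the counts of the smallest, 84.8% of the sites called at 6 h against 0 h, 89.2% at 72 h against 0 h and 80.9% at 72 h against 6 h were called in the same direction.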

Other observations

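In this part the test of row order, the test of the fold change columns, the test of site strength for the peak classes and the test of background for the sites with peaks at 72 h only were chosen after the results were seen.

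Class names in the authors' deposited table did not follow its fold changes. Of the 37609 classed sites, 26674 are in classes named as up (21243 late and 5431 early) and the rest in classes named as down (8943 early and 1992 late). A positive deposited 72 h log2 fold change was found in 70.8% of the up classes and in 69.9% of the down classes. Class direction and sign agreed in 58.9% of sites, where chance gives 58.6%. The median deposited 72 h log2 fold change was 2.28 in the late up class and 2.26 in the early down class. The deposited 72 h fold change had the sign of the counts in 99.94% of the classed sites tested here, which argues against a misplaced column of 72 h fold changes. Direction from 6 h to 72 h matched the class in 54.8% of sites, against 54.5% by chance, so that reading of the names is not borne out. Because the classed sites are the ones that pass the thresholds, a class column put in another order among those sites is a candidate explanation. Among the other orders tried, which were rotations, their reversals and sorts by name, p-value or fold change, the best gave 59.7%, so none restored the agreement, and other orders stay open. For this reason the class names were not used for direction.

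Sites with peaks in all libraries fell at 72 h relative to sites with peaks at 72 h only. The median was −0.95 for sites with peaks in all 6 libraries and 1.90 for sites with peaks at 72 h only, and under TMM factors from shared sites 0.01 and 2.87, so the fall itself depends on the factor chosen, while a single factor per library cannot alter the difference between the kinds. With counts in sites thinned to the same total the former was −0.96, but thinning scales all sites of a library alike and the peaks were those of the full libraries, so this does not decide about depth, which stays open. If choosing sites by their peaks had made the pattern, sites picked by the replicate 1 lists would not differ in the replicate 2 libraries. In replicate 2 the 60616 sites with a replicate 1 peak at 72 h only had a median of 1.31. The 37787 sites with replicate 1 peaks at all 3 times had −0.91. Both sets were picked without the replicate 2 lists, so their difference argues against that explanation. The former also lay 1.37 above the sites without peaks, but those were chosen with all 6 lists. With loess offsets the sites with peaks in all libraries and those with peaks at 72 h only still differed by 1.55. These were chosen by peaks in the same libraries, so this does not decide about a trend with strength.

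A higher background in the 72 h libraries would dilute strong sites and raise nothing above background. With libraries scaled on sites without peaks, the sites with peaks at 72 h only had a median of 2.08. They were chosen by peaks in those same libraries, so this value alone does not decide. In the replicate 2 libraries, sites with a replicate 1 peak at 72 h only lay 1.37 above the sites without peaks. The latter were chosen with the replicate 2 lists too, so part of the 1.37 may come from that choice. Their median in replicate 2 was −0.06, against 1.31 for the former, which argues against background as the only source of the rise. For the fall of the strong sites, sites of equal 0 h count density and width should then fall equally. Over 98 strata, sites at gene ends fell further than other sites with peaks in all libraries, with a mean difference of −0.26 over both replicates (−0.22 and −0.29). The strata were deciles of density, taken from a single 0 h library, and of width, so sites within a stratum could still differ in strength. Whether background alone made the fall is therefore not decided. GC content, which differs between gene ends and other sites in general, was not analysed here and stays open. How far the strong sites fell in absolute terms is not known without a spike-in, and the hypothesis that accessibility spread over more sites during treatment is one of the open readings.

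Neighbouring sites tended to change the same way at 72 h. Called neighbours less than 10 kb apart had the same sign in 70.2% of 68169 pairs, where chance gives 50.9%. At gaps of 10 to 50 kb the share was 63.6% of 42384 pairs, which pieces of a single broad site would not give. With loess offsets it was 61.6%, where chance gives 50.1%, and with the median of each 5 Mb window subtracted it was 62.4%, where chance gives 50.7%. Neither the trend with strength nor shifts of whole chromosome regions accounts for all of it. A shared regulation of neighbouring sites during treatment is a hypothesis that may explain it, and the sites were both found and tested in these libraries.

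The site with the most counts was on chromosome 1, 628719 to 630363. It took 0.552% and 0.252% of the counts of the 0 h libraries, 0.608% and 0.204% at 6 h, and 0.141% and 0.128% at 72 h, so the share differed more between replicates than between 0 h and 6 h. It was singled out after its values were seen. Sites on chromosome Y, 81 in number, took between 0.0159% and 0.0330% of the counts of each library. Whether those reads came from chromosome Y itself was not tested, so they are no evidence of open chromatin there.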
